# ERK5 Is a Major Determinant of Chemical Sarcomagenesis: Implications in Human Pathology

**DOI:** 10.3390/cancers14143509

**Published:** 2022-07-19

**Authors:** Elena Arconada-Luque, Jaime Jiménez-Suarez, Raquel Pascual-Serra, Syong Hyun Nam-Cha, Teresa Moline, Francisco J. Cimas, Germán Fliquete, Marta Ortega-Muelas, Olga Roche, Diego M. Fernández-Aroca, Raúl Muñoz Velasco, Natalia García-Flores, Cristina Garnés-García, Adrián Sánchez-Fdez, Sofía Matilla-Almazán, Víctor J. Sánchez-Arévalo Lobo, Javier Hernández-Losa, Borja Belandia, Atanasio Pandiella, Azucena Esparís-Ogando, Santiago Ramón y Cajal, Luis del Peso, Ricardo Sánchez-Prieto, María José Ruiz-Hidalgo

**Keywords:** ERK5, *MAPK7*, soft tissue sarcoma, leiomyosarcoma, rhabdomyosarcoma, KLF2, 3-methyl-cholanthrene

## Abstract

**Simple Summary:**

Sarcoma is a heterogeneous group of tumors poorly studied with few therapeutic opportunities. Interestingly, the role of MAPKs still remains unclear in sarcomatous pathology. Here, we describe for the first time the critical role of ERK5 in the biology of soft tissue sarcoma by using in vitro and in vivo approaches in a murine experimental model of chemical sarcomagenesis. Indeed, our observations were extrapolated to a short series of human leiomyosarcoma and rhabdomyosarcomas. Furthermore, transcriptome analysis allows us to demonstrate the critical role of KLF2 in the biological effects of ERK5. Therefore, the data presented here open new windows in the diagnosis and therapy of soft tissue sarcomas.

**Abstract:**

Sarcomas are a heterogeneous group of tumors in which the role of ERK5 is poorly studied. To clarify the role of this MAPK in sarcomatous pathology, we used a murine 3-methyl-cholanthrene (3MC)-induced sarcoma model. Our data show that 3MC induces pleomorphic sarcomas with muscle differentiation, showing an increased expression of ERK5. Indeed, this upregulation was also observed in human sarcomas of muscular origin, such as leiomyosarcoma or rhabdomyosarcoma. Moreover, in cell lines derived from these 3MC-induced tumors, abrogation of *Mapk7* expression by using specific shRNAs decreased in vitro growth and colony-forming capacity and led to a marked loss of tumor growth in vivo. In fact, transcriptomic profiling in ERK5 abrogated cell lines by RNAseq showed a deregulated gene expression pattern for key biological processes such as angiogenesis, migration, motility, etc., correlating with a better prognostic in human pathology. Finally, among the various differentially expressed genes, *Klf2* is a key mediator of the biological effects of ERK5 as indicated by its specific interference, demonstrating that the ERK5–KLF2 axis is an important determinant of sarcoma biology that should be further studied in human pathology.

## 1. Introduction

Sarcomas are a group of heterogeneous tumors that develop from the connective tissue, which provides a supporting matrix throughout the organism. More than 150 types and subtypes of sarcomas have been described. The classification of sarcomas divides them into soft tissue sarcomas (STS) and bone sarcomas. In addition, there is a third group, gastrointestinal stromal tumors, which are soft tissue sarcomas considered a separate group due to their diagnostic and therapeutic characteristics (for a review, see [1]). Sarcomas are rare tumors that, in adults, comprise 1% of all cancers; however, in children, they represent about 15% of cancer cases. In 2022, it is estimated that more than 13,000 new cases of STS will be diagnosed in the USA, and more than 5000 people will die of this disease (ASCO, https://www.cancer.net/, accessed on 1 April 2022, ACS www.cancer.org, accessed on 1 April 2022). Therapeutically, the most common treatments are surgery and chemo/radiotherapy. However, the use of novel anti-tumor agents such as kinase inhibitors or immunotherapy is now being considered (for a review, see [2]).

Currently, there are different animal models to study STS [3,4,5], which have revealed the implication of key proteins in sarcomagenesis, as in the case of p53 [6] or the AKT signaling pathway [7,8]. Indeed, most of this experimental observation has been extrapolated to human pathologies, which will certainly have clinical implications in the coming years. A method that has been widely used for the induction of sarcomas since the first half of the last century is the use of carcinogens, being 3-methyl-cholanthrene (3MC) a great example [9]. The tumor developed after intramuscular injection of this carcinogen is qualified as “sarcoma”, and it has been used as a basis for demonstrating the oncogenic/tumor suppressor properties of a multitude of proteins, including cohesin SA1, p53, ATM, and PIM kinases, among others [10,11,12]. Furthermore, the model of 3MC-derived sarcoma has been characterized by WES, showing specific alterations in oncogenes and tumor suppressors such as *K-ras* or *Tp53* [13], also implicated in human tumors as leiomyosarcoma or rhabdomyosarcoma [14]. However, it is notorious that a definitive pathological characterization has not yet been proposed for this experimental model.

Interestingly, MAPK signaling has been related to several types of sarcomas [15,16], and recent evidence supports that modulation of MAPKs could have therapeutic implications [17,18,19]. However, it is remarkable that there is no work detailing the role of MAPKs in the sarcoma model of 3MC. In fact, ERK5, one of the canonical members of MAPKs superfamily described more than 25 years ago [20,21], is highly expressed in sarcomatous pathology, as indicated in The Cancer Genome Atlas (TCGA) series (see below). Interestingly, this particular MAPK signaling pathway has been linked to cancer [22,23], and it is expected to exploit its clinical implications in the coming years [24]. Indeed, ERK5 has been related to several types of tumors such as breast [25], multiple myeloma [26], or cholangiocarcinoma [27]. However, no deep studies evaluating the role of the ERK5 signaling pathway in STS have been performed to date.

Here, we describe how the ERK5 pathway, with the direct implication of KLF2, is necessary for chemical sarcomagenesis triggered by 3MC, suggesting that this signaling axis needs to be deeply studied in order to fully exploit its potential in diagnostic and therapy in human sarcomatous pathology.

## 2. Materials and Methods

### 2.1. Cell Lines

HEK293T and C3H10t1/2 cells were purchased from ATCC (LGC, Barcelona, Spain). Cells were maintained in 5% CO_2_ at 37 °C and grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% glutamine plus antibiotics. All cell culture reagents were provided by Lonza (Culteck, Madrid, Spain).

### 2.2. Antibodies and Chemicals

The antibodies used are listed in Supplementary Table S1. 3MC, etoposide, and crystal violet were purchased from Merck (Madrid, Spain). XMD8-92 was obtained from Selleckchem (Madrid, Spain).

### 2.3. Animal Studies

All the animal experimentation was carried out according to the NIH-Intramural Animal Guide for the Care and Use of Laboratory Animals and approved by the Ethics in Animal Care Committee of the University of Castilla-La Mancha (reference PR-2019-07-18).

### 2.4. Induction of Murine Sarcoma and Cell Lines Derivation

C57BL/6 females (n = 4) were injected in the right hind with 3MC as previously described [28]. When the tumors reached a size of 1–1.5 cm in diameter, mice were euthanized by cervical dislocation. Cell lines were derived from the tumors as previously described [28]. In this study, two cell lines out of four (referred to as 3MC-C1 and 3MC-C3) were chosen as a representative model of murine sarcoma. Cells were maintained in 5% CO_2_ at 37 °C and grown in DMEM supplemented with 10% FBS, 1% glutamine plus antibiotics.

### 2.5. Xenograft Assays

For xenograft assays, 5 × 10^5^ cells from 3MC-C1, 3MC-C3, or derived cell lines were subcutaneously injected into the back of 5/6-week-old female mice of J:NMRIFoxn1nu/Foxn1nu strain (Janvier). Tumors were measured by caliper every two days, and tumor volume was calculated according to the formula V = (D × d^2^)/2 (where D is tumor length and d tumor width). Figures show an experiment out of 2 performed with 2 different pools of infection that rendered nearly identical results.

### 2.6. RNA Interference Assays, Lentiviral Production, and Infections

Lentiviral production and cell infection were performed as previously described [28] by using the following shRNAs from Merck (Madrid, Spain): PLKO.1-shRNA ERK5-1 (TRC-N-0000232396), PLKO.1-shRNA ERK5-2 (TRC-N-0000232397), PLKO.1-shRNA KLF2 (TRC-N-0000295770) or PLKO.1-empty vector (SHC001). Forty-eight hours post-infection, cells were selected with puromycin (2.5 µg/mL Merck) for 72 h. Each experiment was performed with at least two different pools of infection. Infected cells were discarded 15–20 days after selection, and new pools were generated.

### 2.7. Western Blotting

Protein quantification and western blot were performed as previously described [29]. For tumor samples, 400 μL of lysis buffer was added to 0.2 g of tumor, and it was disaggregated using a Polytron PT-2100 (Kinematica AG, Malters, Switzerland). Once the tissue was homogenized, the above-mentioned protocol was followed.

### 2.8. Clonogenic Assay

Clonogenic assays were performed as previously described [28] by using 200 cells/well seeded in 6-well plates and maintained for 12–14 days. The colonies with less than 5 mm diameter were discarded.

### 2.9. Growth Curves

Growth curves were performed as previously described [30]. Briefly, 3 × 10^5^ cells for 3MC-C1 and 5 × 10^5^ cells for 3MC-C3 were seeded into 100 mm plates and counted on days 3, 6, and 9 by using an automated cell counter (Bio-Rad) and replated in the same manner up to day 9. This experiment was performed with 3 different pools of infection for each cell line.

### 2.10. Adhesion Assay

For adhesion assays, 24-well plates were coated with fibronectin (10 μg/mL in PBS, 1 h, 37 °C, Merck). Then, fibronectin was removed, and plates were blocked (0.5% BSA in DMEM, 45 min) and washed (0.1% BSA in DMEM). After cold shock, 1 × 10^5^ cells were seeded. The medium was removed at different time points, and adhered cells were washed 3× with PBS. Cells were stained with crystal violet for 15 min, washed with deionized water, and dried at RT for 24 h. Then, crystal violet was dissolved in acetic acid (10% in deionized water, 15 min on mild shaking), and absorbance was measured at 590 nm using a Biokinetics plate reader.

### 2.11. RNA Isolation, Reverse Transcription, and Real-Time Quantitative PCR (RT-qPCR)

Total RNA from cell and mice tumor samples (after tissue homogenization with a Polytron) was obtained as previously described [28]. For samples embedded in paraffin, total RNA was isolated using the Roche High Pure FFPET RNA Isolation Kit (06650775001, (Merck Madrid, Spain) following the manufacturer’s protocol. cDNA synthesis and PCR conditions were performed as previously described [28]. Primers were designed by using the NCBI BLAST software and purchased from Sigma-Aldrich. The primers used are listed in Supplementary Table S2.

### 2.12. Histology and Immunohistochemistry

Histology and immunohistochemistry assays were performed as previously described [15]. Human tumor samples were provided by the Tumor Banks of the Vall d’Hebron University Hospital and the General Hospital of Albacete with appropriate ethical approval (number 2019/07/071).

### 2.13. RNA Sequencing

Cells infected with PLKO.1-empty vector or PLKO.1-shRNA ERK5-1 were grown up to 90% confluency after selection, split 1/3, and allowed to grow again. Two different pools for 3MC-C1 and three different pools for 3MC-C3 were used. For each pool of infection, new viruses were produced with at least 2 weeks of difference. Total RNA was extracted, and RNA integrity was determined by Agilent 2100 Bioanalyzer (RIN range, 9.1–9.9). cDNA libraries were generated from 600 ng of RNA from each sample using the Illumina TruSeq Stranded mRNA Sample Preparation kit (Illumina, San Diego, CA, USA). Libraries were sequenced on an Ilumina HiSeq2000 apparatus according to the manufacturer’s protocols, and a minimum of 9 million 100-base single-reads were generated from each sample.

Pseudocounts for each gene were obtained from sequencing reads with salmon software [31] using RefSeq [32] mRNA sequences for mouse genome assembly GRCm38/mm10 as reference. Differential expression in individual subsets was calculated with the R package DESeq2 [33] using default settings. RNAseq data are publicly available from the NCBI’s GEO repository with accession number GSE199395.

### 2.14. Functional Enrichment Analysis

Enrichment of Gene Ontology terms was performed with the Bioconductor’s clusterProfiler package [34] using a q cut-off value of 0.05.

### 2.15. In Silico Analysis

MAPKs expression in TGCA series was analyzed by using the Timer2.0 website. The top 30 up-regulated and down-regulated gene signature after *Mapk7* abrogation was identified in terms of log2 of Fold Change, and prognosis correlation with expression levels was evaluated. To associate the level of gene expression with prognosis, the median expression values for different transcripts were used as a cut-off to discriminate “high” and “low” expression cohorts, which are compared using a Cox survival analysis (proportional hazards). Graphics were drawn using the ggplot2 package running in R Studio Version 1.2.5033. For ERK5 protein-protein interaction network analysis, the STRING website (https://www.string-db.org/cgi/input?sessionId=bfLuXEqaflvN&input_page_show_search=off, accessed on 3 April 2022) was used.

### 2.16. Statistical Analysis

The data are reported as the mean ± standard deviation (SD). Statistical analysis was performed using the GraphPadPrism 9 and Office Excel 2020 (Microsoft). Significance was determined using a *t*-test and a two-way ANOVA test. The statistical significance of differences is indicated in Figures by asterisks as follows: * *p* < 0.05; ** *p* < 0.01; and *** *p* < 0.001.

## 3. Results

### 3.1. ERK5 Is Upregulated in 3MC-Induced Sarcoma and in Human Leiomyosarcoma

After 120 days of the 3MC injection in the left rear, mice developed a tumor mass between 1 and 1.5 cm in diameter. Then, mice were sacrificed, and tumors obtained were used for histologic assays, biochemical determinations and to derive stable cell lines. Histologically, the obtained tumors are solid, highly compacted, and infiltrating local muscle tissue. The tumor tissue is highly vascularized. The cells are spindle-shaped, with a high number of mitoses, large irregular nuclei, and almost without nucleoli (Figure 1A,B), and necrotic areas are present (Figure 1C). To properly identify the tumors generated, an immunohistochemical study was carried out, showing that these tumors are positive for vimentin, smooth muscle actin, and caldesmon and negative for desmin and S100 (Figure 1D–H). Moreover, the expression pattern of CD34 has almost a negative display with scarce positive cells (Figure 1I). All these results indicate that the type of sarcoma obtained in 3MC-induced carcinogenesis in mice with a C57BL/6J genetic background could be a pleomorphic sarcoma with muscle differentiation, which could be consistent with a human pathology as leiomyosarcoma.

To characterize the MAPK signaling in 3MC-induced sarcomas, we initially analyzed in silico the expression patterns of different MAPKs in the TGCA series, showing how sarcoma is the pathology with the highest level of ERK5 (*MAPK7*) expression, while no differences for other MAPKs were observed (Supplementary Figure S1). To extrapolate this in silico observation to our model, we performed a western blotting assay of ERK5 comparing 3MC-induced tumors with normal muscle in each case. As it is shown in Figure 2A, a marked increase in ERK5 expression was observed in tumor samples, while ERK2, the MAPK most closely related to ERK5, showed no differences. Furthermore, this observation was confirmed by RT-qPCR evaluating *Mapk7* mRNA expression levels normalized to *Mapk1* (Figure 2B). To evaluate our observation of human pathology, a short collection of human uterine leiomyosarcomas (Supplementary Table S3) was analyzed by RT-qPCR compared to smooth muscle samples. As it is shown in Figure 2C, human leiomyosarcomas showed a significant increase in the mRNA level of *MAPK7* compared to controls. In fact, immunohistochemistry was performed, showing a clear expression of this MAPK in agreement with the RT-qPCR assay (Figure 2E). Furthermore, another sarcomatous pathology of muscular origin rhabdomyosarcoma (Supplementary Table S3), was also evaluated in terms of ERK5 expression showing an even more acute expression of ERK5 compared to control striated muscle (Figure 2D,F). Therefore, this set of experiments suggests that our observations about ERK5 in the murine experimental model of 3MC-induced sarcoma can be extrapolated to human pathologies, such as leiomyosarcoma or rhabdomyosarcoma.

### 3.2. ERK5 Is a Major Determinant in the Biology of Sarcoma-Derived Cell Lines Induced by 3MC

To study the role of ERK5 in our experimental model based on 3MC, we derived cell lines from different 3MC-induced tumors. Among the several cell lines generated, we chose two of them (referred to as 3MC-C1 and 3MC-C3) that showed a potent ability to induce in vivo tumors (Supplementary Figure S2A). Indeed, tumors induced by 3MC-C1 and 3MC-C3 cell lines showed a histological pattern almost identical to the original tumors induced by 3MC (Supplementary Figure S2B). As expected, both cell lines exhibited a lack of p53 functionality (Supplementary Figure S2C), supporting previous observations in 3MC-derived tumors and also observed in human sarcomatous pathology [13,14,35,36]. Moreover, both cell lines showed a functional ERK5 signaling pathway determined by EGF stimulation (Supplementary Figure S2D).

To fully investigate the role of ERK5 in our murine sarcoma-derived cell lines, we used specific shRNA targeting the murine *Mapk7* gene. After achieving an effective knock-down at the protein and RNA levels (Figure 3A), we evaluated the effects of ERK5 abrogated expression in terms of cell growth (Figure 3B), showing how the lack of ERK5 promoted a marked delay in cell growth, especially at later time points. Next, we decided to perform clonogenic assays to evaluate biological effects associated with ERK5 abrogation in terms of proliferation as single cells and its ability to grow as a colony. To this end, cells were seeded in 6-well plates at low density and allowed to grow for 12–14 days. Interestingly, cells with ERK5 abrogated expression exhibited a marked decrease in the number of colonies (Figure 3C), suggesting that ERK5 could have some effect not only in the clonogenic growth of our sarcoma-derived cells but also in the attachment ability, as it has been described in other experimental models [37,38]. Therefore, adhesion assays in fibronectin-coated wells were performed, but no significant differences were observed (Figure 3D). All these in vitro observations were further confirmed in the 3MC-C3 cell line (Figure 4A–D) as well as by using a second shRNA for *Mapk7* (shERK5-2) (Supplementary Figure S3A–H), which showed nearly the same results. In sum, all the evidence suggests that ERK5 signaling is directly implicated in the growth and survival abilities of our sarcoma-derived cell lines.

Next, we decided to evaluate in vivo the effect of ERK5 downmodulation. Therefore, new infection pools were obtained for both cell lines, showing an effective knock-down of ERK5 (data not shown) and injected in nude mice. As it is depicted (Figure 3E), the lack of ERK5 promoted a marked delay in the in vivo growth. In fact, when the control group was euthanized for ethical reasons on day 28 (average weight of tumors 0.32 g ± 0.9), tumors derived from the interfered lines were 5–7 times lower (Figure 3E). However, at day 39 (average weight tumors 0.31 g ± 0.13), animals inoculated with cells with abrogated ERK5 expression had developed tumors of similar size to controls, probably due to the increased proliferation rate of those cells in which the interference was less effective. In fact, analysis of tumors showed a marked recovery of ERK5 expression in tumors originating from cell lines with abrogated ERK5 expression, as well as no morphological differences between both groups (Figure 3F,G). All these observations were further confirmed in the 3MC-C3 cell line (Figure 4E–G) as well as by using a second shRNA for *Mapk7* (shERK5-2) (Supplementary Figure S3I,J), which showed nearly the same results. Taking all together, these data support the critical role of ERK5 in cell growth in vivo.

### 3.3. ERK5 Modulates Transcriptional Landscape in Sarcoma-Derived Cell Lines Induced by 3MC

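RNA was sequenced from 3MC-C1 and 3MC-C3 cells, lines established from separate mouse sarcomas induced by 3MC, after infection with the lentiviral empty vector (E.V.) or with shERK5-1, a short hairpin RNA against Mapk7, the gene that encodes ERK5. The 10 libraries comprised 2 pools of infection for 3MC-C1 and 3 for 3MC-C3, with an E.V. and a shERK5-1 library for each. The authors estimated the count of each gene with salmon against RefSeq mRNA sequences of the mouse assembly GRCm38/mm10. They deposited these estimated counts as whole numbers, without normalization, for 11956 genes, none of which has fewer than 35 counts over all libraries. In 3MC-C1, the total per library was 6695680 and 8907402 with E.V. and 7618892 and 8392740 with shERK5-1. In 3MC-C3, it ranged from 7833760 to 9058033 with E.V. (median 8977744) and from 7939059 to 9339081 with shERK5-1 (median 8470402). These totals, on which all values rest, are the counts on the listed genes and not all reads of a library. Libraries of the same condition differed by more than the sampling noise, with a chi-square per degree of freedom between 6.22 and 19.5, and each was kept as a replicate.

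Counts were normalized for library size and composition by the trimmed mean of M-values (TMM), and 11793 genes passed a filter on low counts. Differential expression was tested with limma-voom, which models log2 CPM (the count of a gene scaled to the normalized size of its library) with a weight for the precision of each count. The first principal component of log2 CPM held 45.8% of the variance and separated the lines, and with E.V. alone 3576 genes differed between 3MC-C1 and 3MC-C3 at an adjusted p-value under 0.05 (limma-voom with Benjamini-Hochberg adjustment). The fit therefore had a term for the cell line beside the term for the vector. The second component held 11.1% and set replicate 1 of 3MC-C3, with either vector, apart from the other libraries of that line.

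**Figure D1:**
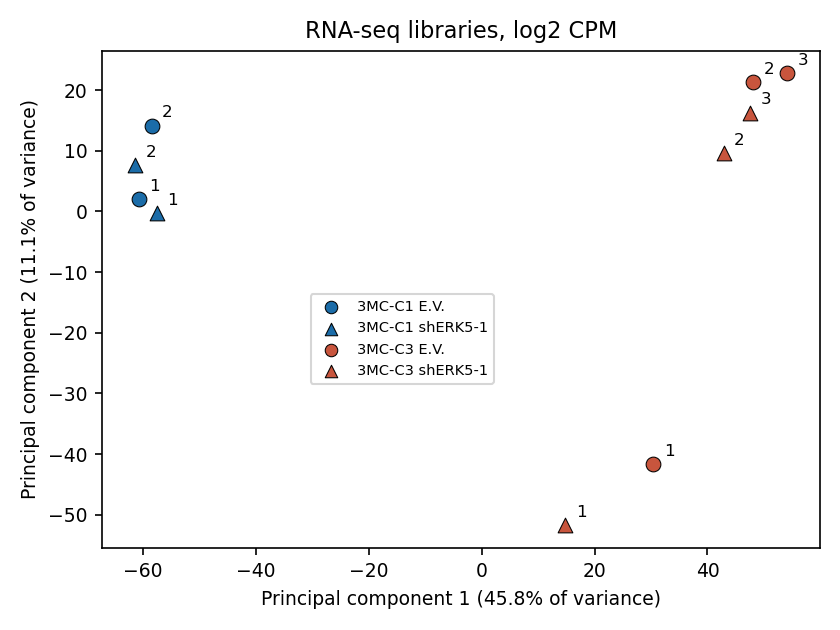
Principal components of log2 CPM of the 10 libraries, labelled by replicate number. Circles are E.V. and triangles shERK5-1 libraries, and 3MC-C1 (blue) and 3MC-C3 (red) lie apart on component 1, which holds 45.8% of the variance.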

In order to identify the mechanisms by which ERK5 affects tumor growth in vivo, we determined the gene expression profile of 3MC-C1 and 3MC-C3 cells with or without ERK5 expression by means of RNA sequencing. Transcriptomic analysis showed a total of 519 differentially expressed genes (DEG) (Figure 5A) (FDR < 0.05). 

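In the fit of both lines to the deposited counts, 120 of the 11793 genes tested had an adjusted p-value under 0.05 (limma-voom with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 there were 2048 genes, against 590 by chance. The number of DEG depended on the terms of the fit. With the pool of infection as a replicate block in place of the cell line, it rose to 429, which included all 120 genes, and with no term for the cell line it dropped to 8. It also depended on single libraries, with 17 genes when 3MC-C3 shERK5-1 replicate 2 was left out and 231 when 3MC-C1 E.V. replicate 1 was left out. Of all genes tested, 20.2% moved the same way in all 5 pools of infection, against 6.25% expected by chance. Of the 120 genes, 117 did so, which is not independent evidence, since they were selected in the same libraries. At a log2 fold change of at least 1 in either direction, 14 of the 120 genes remained, and 56 passed both thresholds under the replicate block.

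Within 3MC-C3, 68 genes had an adjusted p-value under 0.05 in a fit with a mean for each condition, and 456 did so under the replicate block. Within 3MC-C1, where each vector had 2 libraries, there were 0 such genes, also under the replicate block, and 493 genes had an unadjusted p-value under 0.05 (809 under the block). Even Mapk7 was not called there, with a log2 fold change of -0.99 and an adjusted p-value of 0.281 (limma-voom, 0.231 under the block). The 0 genes thus do not show that 3MC-C1 did not respond. The difference in response between the lines was tested directly as an interaction, which gave 0 genes after adjustment, also under the block, and 390 at an unadjusted p-value under 0.05 (719 under the block). Across genes, which are not independent replicates, the log2 fold changes of both lines had a Spearman rho of 0.323, which fell to 0.124 without 3MC-C1 E.V. replicate 2.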

There were 252 genes (2.1% of the total genome) whose expression was significantly increased (LFC > 0) and 267 repressed genes (LFC < 0, 2.2% of the total genome, see Gene Expression Omnibus under the accession code GSE199395). 

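Of the genes with an adjusted p-value under 0.05 in the fit of both lines, 47 were higher and 73 lower in cells with shERK5-1. Under the replicate block, 194 were higher and 235 lower. The genes with the largest changes among those that moved the same way in all 5 pools and had a mean of at least 1 CPM are given with their positions on GRCm38. Cgn (ENSMUSG00000068876, chromosome 3, 94760069 to 94786492) had a log2 fold change of 2.47 (standard error 0.44, adjusted p = 0.0305, limma-voom), from 1 to 7 counts per library with E.V. to 13 to 31 with shERK5-1. The others that rose were Htr2a (ENSMUSG00000034997, chromosome 14, 74640840 to 74709494), with a log2 fold change of 1.44 (standard error 0.26, adjusted p = 0.0319), and Tagln (ENSMUSG00000032085, chromosome 9, 45929619 to 45936058), with 1.34 (standard error 0.27, adjusted p = 0.0450). Uchl1 (ENSMUSG00000029223, chromosome 5, 66676091 to 66687234) had a log2 fold change of 1.21 (standard error 0.17, adjusted p = 0.0147) and Mcam (ENSMUSG00000032135, chromosome 9, 44134469 to 44142727) one of 1.16 (standard error 0.21, adjusted p = 0.0344). Gnb1l (ENSMUSG00000000884, chromosome 16, 18498713 to 18566679) fell the most, with a log2 fold change of -2.33 (standard error 0.28, adjusted p = 0.00488) and 5 to 43 counts per library. Ptgfr (ENSMUSG00000028036, chromosome 3, 151796502 to 151837630) had a log2 fold change of -1.91 (standard error 0.33, adjusted p = 0.0293). The log2 fold change of Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) was -1.40 (standard error 0.23, adjusted p = 0.0252), with a single pool at -2.03 and the others between -1.24 and -1.08. Of these genes, Gnb1l alone had an adjusted p-value under 0.05 in every fit that left out 1 library. Without 3MC-C1 E.V. replicate 2, for example, the adjusted p-value was 0.101 for Cgn and 0.131 for Tagln.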

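Mapk7 (ENSMUSG00000001034, chromosome 11, 61488812 to 61494406 on GRCm38), the gene that shERK5-1 targets, had 352 and 449 counts in the E.V. libraries of 3MC-C1 and 194 and 214 in its shERK5-1 libraries. In 3MC-C3, its counts lay between 338 and 426 with E.V. and between 154 and 187 with shERK5-1. Its level was 50.2 ± 2.2 CPM (SD, n = 2) and 25.3 ± 3.1 CPM (SD, n = 2) with E.V. and shERK5-1 in 3MC-C1, and 46.0 ± 2.0 CPM (SD, n = 3) and 20.2 ± 3.5 CPM (SD, n = 3) in 3MC-C3. In the fit of both lines, its log2 fold change was -1.12 (standard error 0.10, adjusted p = 0.00107, limma-voom with Benjamini-Hochberg adjustment), and it stayed between -1.18 and -1.04 with each library left out in turn.

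Among the genes related to ERK5 or to cancer biology, Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656), Cbx6 (ENSMUSG00000089715, chromosome 15, 79823896 to 79834688), Maff (ENSMUSG00000042622, chromosome 15, 79346621 to 79359076) and Cebpd (ENSMUSG00000071637, chromosome 16, 15887286 to 15891031) decreased beyond the spread between replicates. The log2 fold change of Klf2 was -1.02 (standard error 0.15, adjusted p = 0.0160) and that of Cbx6 was -1.03 (standard error 0.12, adjusted p = 0.00346). For Maff it was -1.07 (standard error 0.14, adjusted p = 0.00920) and for Cebpd -0.97 (standard error 0.19, adjusted p = 0.0449). Klf2 no longer had an adjusted p-value under 0.05 without 3MC-C3 shERK5-1 replicate 2 (0.0555) or replicate 3 (0.0582), and the call of Cebpd was lost in 8 of the 10 fits that each left out 1 library. Rgs2 (ENSMUSG00000026360, chromosome 1, 143999338 to 144004161) had a log2 fold change of -1.19 (standard error 0.31, adjusted p = 0.0973), and Vcan (ENSMUSG00000021614, chromosome 13, 89655312 to 89742509) one of -0.70 (standard error 0.25, adjusted p = 0.198). Npnt (ENSMUSG00000040998, chromosome 3, 132881745 to 132950291) had a log2 fold change of 1.09 (standard error 0.26, adjusted p = 0.0808), and Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) one of 0.96 (standard error 0.22, adjusted p = 0.0681). These changes did not pass 0.05 after adjustment over all genes in that fit, but under the replicate block the adjusted p-values were 0.0349 for Rgs2, 0.0358 for Vcan, 0.00333 for Npnt and 0.00898 for Thbs1. Cdk18 (ENSMUSG00000026437, chromosome 1, 132112237 to 132139684), with 8 to 113 counts per library, had a log2 fold change of 0.61 (standard error 0.28, adjusted p = 0.300) and an adjusted p-value of 0.0746 under the block. Mapk7 and each of these genes moved in the same direction in all 5 pools of infection.

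**Figure D2:**
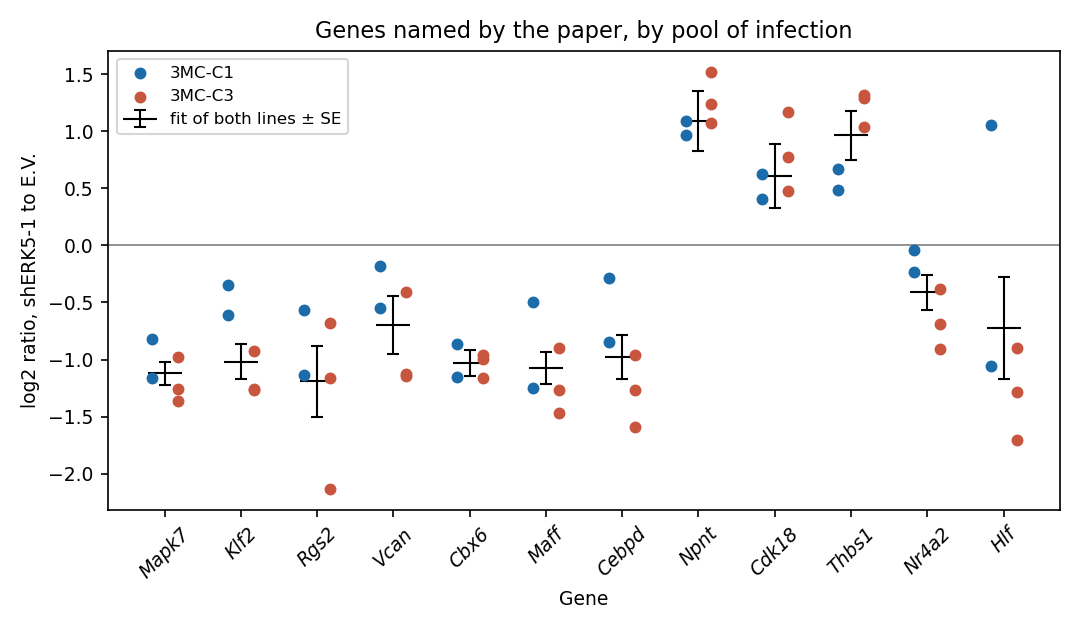
Log2 ratio of shERK5-1 to E.V. in each pool of infection of 3MC-C1 (blue points) and 3MC-C3 (red points), for the 12 genes that the paper names. Black bars are the log2 fold change of the fit of both lines with its standard error, and the 5 pools of Mapk7 lie between -1.37 and -0.82.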

Validation of RNAseq was performed by means of RT-qPCR by testing the expression of 9 different genes previously reported to be related to ERK5 or cancer biology (*Klf2*, *Rgs2*, *Vcan, Cbx6, Maff, Cepbd, Npnt, Cdk18*, and *Thbs1*) plus *Mapk7*, in independent pools of infection from the 3MC-C1 and 3MC-C3 cell lines (Figure 5B). 

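The shift of groups of genes was examined with hand-written lists of genes for adhesion and migration, muscle, and angiogenesis, which are not the Gene Ontology terms themselves. Each list was tested in the fit of both lines with camera, a test of limma that compares the genes of a list with all others, at a preset correlation of 0.01 between genes, and p-values were adjusted over 8 lists. Of the 49 genes for migration and adhesion, 27 rose and 22 fell (camera adjusted p = 0.377). Among them, 2 genes had an adjusted p-value under 0.05 over all genes tested, namely Spp1, with a log2 fold change of -0.75, and Cxcl12, with one of 0.44, and 14 genes had one when p-values were adjusted over the list alone. With the replicate block, 12 genes of this list had an adjusted p-value under 0.05 over all genes. Of the 34 genes for angiogenesis, 20 rose and 14 fell (camera adjusted p = 0.0966, and 0.0467 without 3MC-C3 E.V. replicate 3). Epha2 and Cxcl12 rose and Thbs2 fell at an adjusted p-value under 0.05 over all genes, with log2 fold changes of 0.94 for Epha2 and -0.95 for Thbs2, and 14 genes passed when adjusted over the list alone. The block called 8 of these genes over all genes tested.

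Of the 28 muscle genes tested, 24 rose, with a median log2 fold change of 0.23 (camera adjusted p = 2.49e-06). Over all genes, 1 of them, Tagln, had an adjusted p-value under 0.05, and when adjusted over the list alone there were 6. With the block there were 4 over all genes, namely Tagln, Acta2, Myl9 and Cnn2. The shift of the muscle list depended on how the correlation between its genes was treated, with an adjusted p-value of 0.530 under camera with an estimated correlation. With fry, a different test of the list, the adjusted p-value was 0.112. Of the 60 ways to split the libraries of each line into groups of the same sizes, 7, the real one included, gave a camera p-value for muscle genes at least as small.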

Functional enrichment analysis showed several Gene Ontology biological processes that were significantly affected by ERK5 abrogation, including adhesion, migration, muscle development, etc. (Figure 5C). 

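Transcripts of the cell cycle were examined through a hand-written list of 40 genes, all of which were tested. With shERK5-1, 21 of them were higher and 19 lower, with a median log2 fold change of 0.004 (camera adjusted p = 0.377). This value ranged from 0.0758 to 0.810 with each library left out in turn, and the direction of the list changed without 3MC-C3 shERK5-1 replicate 1. Ccnd1 (ENSMUSG00000070348), which encodes cyclin D1, had a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.0348, limma-voom with Benjamini-Hochberg adjustment) and was lower in all 5 pools. No other gene of the list had an adjusted p-value under 0.05 over all genes tested in the fit with the cell line term, and 2 genes had one when adjusted over the list alone. Ccnd2, which encodes cyclin D2, passed over all genes under the replicate block (log2 fold change 0.29 with the cell line term, adjusted p = 0.0333 with the block) and was higher in all 5 pools.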

Interestingly, despite not being included within the top 20 significant Gene Ontology biological processes, cell proliferation (GO:0008283, 20 out of 231 genes, *p*-value 1.45× 10^−39^) and regulation of cell growth (GO:0001558, 23 out 324 *p*-value 1.57× 10^−3^), among others, were also affected. These data reinforce our previous in vitro observation of ERK5 role in cell proliferation. Next, we evaluated the potential of ERK5 expression as a biomarker for human sarcomatous pathology by performing in silico analysis in patients from the TGCA sarcoma series. As shown in Figure 5D, *MAPK7* expression does not correlate significantly with prognosis. Next, the top 30 upregulated and downregulated genes associated with ERK5 abrogation were identified, and their correlation with prognosis was explored. 

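Ranked by log2 fold change among the genes with an adjusted p-value under 0.05 in the fit of both lines (limma-voom with Benjamini-Hochberg adjustment), the 30 most upregulated genes lay between 0.44 and 2.47, and the 30 most downregulated genes between -2.33 and -0.65. All 30 upregulated and 28 of the 30 downregulated genes changed in the same direction in all 5 pools of infection. The exceptions were Plxdc1 and Mfap2, which were named after their values were seen. When the ranking was made among all genes tested, without a threshold on the p-value, 56 of the resulting 60 genes had at least 1 library with 0 counts, 14 changed in the same direction in all pools, and 2 were shared with the ranking among DEG. Under the replicate block, 13 of the 60 genes were shared, and 49 of the 60 genes ranked with the block changed in the same direction in all pools.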

Interestingly, both gene expression signatures showed a statistical correlation with prognosis, finding better prognosis in terms of overall survival in patients with high levels of the genes upregulated after ERK5 abrogation (Figure 5E) and in patients with low levels of the downregulated genes (Figure 5F). These correlations suggest a link between the experimental and the clinical setup.

### 3.4. KLF2 Is a Critical Mediator of the Biological Effects of ERK5 in Sarcoma-Derived Cell Lines Induced by 3MC

Among the genes whose expression was significantly altered (FDR < 0.05) by ERK5 knock-down, we observed 37 mouse transcription factors [39], with five of them being strongly affected (absolute log2FC ≥ 1, Figure 6A). 

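Among a hand-written list of 31 transcription factors linked to ERK5 or induced as immediate-early genes, 3 had an adjusted p-value under 0.05 over all genes tested (limma-voom with Benjamini-Hochberg adjustment), namely Klf2, Maff and Cebpd, and 4 had one when adjusted over the list alone. As a group, 16 rose and 15 fell (camera adjusted p = 0.377). Klf2 and Maff also passed an absolute log2 fold change of 1 in the fit of both lines, whereas Cebpd did so in the fits of both lines only when 3MC-C1 E.V. replicate 1 was left out (log2 fold change -1.05, adjusted p = 0.0357). Within 3MC-C3, Cebpd had a log2 fold change of -1.28 (adjusted p = 0.0479). In the fits of both lines without 1 library, Klf2 fell short of an absolute 1 without 3MC-C3 shERK5-1 replicate 1 (-0.94) or E.V. replicate 2 (-0.93). Maff did so without 3MC-C3 shERK5-1 replicate 1 (-0.97). Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003 on GRCm38) had a log2 fold change of -0.41 (standard error 0.15, adjusted p = 0.204) and was lower in all 5 pools, and its adjusted p-value under the replicate block was 0.101 in both lines and 0.0369 within 3MC-C3. Hlf (ENSMUSG00000003949, chromosome 11, 90336536 to 90390895), with 33 to 264 counts per library, had a log2 fold change of -0.72 (standard error 0.45, adjusted p = 0.444) and was lower in 4 of 5 pools.

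In 3MC-C3, Klf2 had 30.8 ± 3.3 CPM (SD, n = 3) with E.V. and 13.9 ± 1.3 CPM (SD, n = 3) with shERK5-1, a log2 fold change of -1.15 (standard error 0.15, adjusted p = 0.0147). In 3MC-C1, it had 7.62 ± 1.28 CPM (SD, n = 2) and 5.53 ± 1.63 CPM (SD, n = 2), with 34 to 62 counts per library and a log2 fold change of -0.45 (standard error 0.31, adjusted p = 1.00), which is within the spread between replicates. The interaction between line and vector for Klf2 had an unadjusted p-value of 0.0666 and an adjusted p-value of 1.00, and under the replicate block the unadjusted p-value was 0.0430. Citing a network of protein interactions in which KLF2 alone is linked to ERK5 (Supplementary Figure S4) and earlier reports on KLF2 as a target of ERK5 signaling, the paper goes on to downregulate Klf2 in 3MC-C1 cells. It reports similar results for 3MC-C3 (Supplementary Figure S5). It also tested Klf2 by RT-qPCR in independent pools of both lines (Figure 5B).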

Next, we used a protein-protein interaction network analysis based on the STRING website. This analysis indicates that only KLF2 interacts with ERK5 (Supplementary Figure S4), in agreement with previous reports showing that KLF2 is a known target of the ERK5 signaling pathway [40,41,42]. Indeed, it has been recently suggested that this transcription factor can also be a novel substrate of ERK5 kinase activity [43]. Therefore, to elucidate the role of this transcription factor in the biological effects associated with the ERK5 signaling pathway, we decided to downregulate *Klf2* expression by shRNA in 3MC-C1 cells. After achieving an effective knock-down confirmed by RT-qPCR (Figure 6B), cells were challenged in terms of proliferation, reproductive capacity, adhesion (Figure 6C–E), and in vivo growth (Figure 6F–H), obtaining the same results that in the case of ERK5 abrogation or even more striking differences. In addition, similar results were obtained in the 3MC-C3 cell line (Supplementary Figure S5). Furthermore, to fully clarify whether the effect of KLF2 could be due to a feedback regulation between KLF2 and ERK5, the RNA and protein levels and functionality of ERK5 were analyzed in control and *Klf2*-interfered cells showing no differences (Supplementary Figure S6). In sum, this set of experiments reinforces the critical role of the signaling axis ERK5→KLF2 in the sarcoma biology induced by intramuscular injection of 3MC.

## 4. Discussion

Several conclusions can be drawn from the present report. The first and most obvious is that 3MC-induced tumors are not sarcomas in a general sense as it has been previously considered [13]. Our data support that the best filiation for these tumors should be pleomorphic sarcoma with muscle differentiation that could be consistent with human leiomyosarcoma, as the histologic and immunohistochemical studies support. Therefore, our work highlights this model as an appropriate tool to study the biology of muscular sarcomas as leiomyosarcomas, both showing common genetic alterations as in the case of *Tp53* [13,44,45]. In addition, this model holds several advantages, such as the single intramuscular injection necessary to induce the tumor formation or the high effectiveness and reproducibility. However, it is remarkable that 3MC can promote rhabdomyosarcomas by subcutaneous injection in C3H/HeJ mice [46], suggesting that the use of 3MC could be a valuable tool for sarcoma research, with special interest for tumors with a muscular origin such as leiomyosarcoma or rhabdomyosarcoma.

Regarding ERK5, it is notorious how tumors induced by 3MC showed a marked upregulation of this MAPK at the protein and RNA levels, which is also observed in a human sarcomatous pathology such as leiomyosarcoma. Our data from 3MC-derived cell lines suggest that sarcoma, or at least pathologies such as leiomyosarcoma, should be included in the list of tumors in which ERK5 plays a determinant role, as for example, hepatocellular carcinoma [47], breast cancer [38,48], lung cancer [49], or myeloma [26], among others. In fact, we were able to detect a potent expression of this MAPK in a short series of rhabdomyosarcomas, indicating that further study is necessary to assess whether our observation is restricted to sarcoma of the muscular origin or can also be extrapolated to other sarcomatous pathologies. Regarding cell proliferation, although some reports suggest a lack of implication of ERK5 [50,51,52], our results obtained in growth curves and foci assays reinforce the critical role of this MAPK in cell proliferation and survival, as it has been previously described [27,49,53]. However, we cannot discard that cell type/genetic background issues, as well as different methodological approaches, could be critical to explaining the discrepancy between the different reports. Nonetheless, the oncogenic effect of ERK5 in vivo, regardless of their effects on proliferation and survival, seems to be universal and could be explained by different mechanisms. The fact that key biological processes such as motility, adhesion, blood vessel development, or angiogenesis could be affected by the lack of ERK5 fits perfectly with our observations, supporting a definitive role of ERK5 in tumor growth and progression [23]. However, some of these putative explanations can be discarded in our 3MC-based experimental model of sarcoma, for example, the effect on cell attachment described in other experimental models [38,51]. On the contrary, other possibilities, such as the role of ERK5 signaling pathway in angiogenesis [54,55,56] or even in cancer stem cell biology [57,58,59], could be considered. Therefore, further studies are necessary to fully clarify the biological mechanisms by which ERK5 is implicated in sarcomatous pathology, as could be the case of leiomyosarcomas or rhabdomyosarcomas.

Regarding KLF2, our data show that this transcription factor is a key component in the role of ERK5 signaling pathway, being able to mimic the effects associated with ERK5 in our experimental model. It is notorious how KLF2 seems to play a dual role depending on the model under study. Thus, on the one hand, there are some studies associating KLF2 with an oncogenic role, as in the case of multiple myeloma [60] or pancreatic tumors [61], whereas in other models, it seems to have a character closer to tumor suppression, as in hepatocarcinoma [62,63] or, more recently, in renal cancer [64]. Of note, *Klf2* seems to have oncogenic potential in our experimental model, being this report the first connection between this gene and sarcoma biology. Furthermore, KLF2, as an ERK5 downstream target, could be implicated in cancer through different mechanisms that remain unexplored, as could be the case of stem cell biology [65,66] or other processes such as inflammatory response [67], immune response [68], or angiogenesis [61,69]. Therefore, one possibility could be that the ERK5–KLF2 axis acts as a node in sarcoma biology by controlling several key processes.

Finally, from a clinical point of view, our murine model opens a new window of therapeutic and diagnostic possibilities for sarcomatous pathologies based on ERK5-dependent signaling [24]. In this regard, the effectivity of ERK5 inhibitors in preclinical models has been shown [49,70,71]. However, the use of ERK5 inhibitors should be carefully considered, as it has been described that they can induce the opposite effect, meaning hyperactivation of the targeted signaling pathway, as in the case of ERK1/2 [72], AKT [73], or even ERK5 [74]. From the diagnostic point of view, our in silico data suggest that ERK5 could be a weak biomarker, supporting that high levels of ERK5 may be a constitutive feature of sarcomatous pathology. However, the gene expression signature associated with ERK5 abrogation showed a strong correlation with better outcomes in the TCGA sarcoma series. This approximation, which considers the joint expression levels of 30 subrogated markers, avoids sampling effects due to the reduced size of the cohort evaluated. Therefore, the obtained results suggest that downstream effectors could be potential novel biomarkers for sarcomatous pathology. Nonetheless, the potential of ERK5 and its substrates as putative biomarkers or novel targets for therapy is a challenging issue in sarcoma biology that needs to be fully clarified.

## 5. Conclusions

In summary, the present report demonstrates a critical role for ERK5 in murine carcinogen-induced sarcoma, which correlates with an overexpression of this MAPK, also observed in human pathologies such as leiomyosarcoma or rhabdomyosarcoma. Moreover, the use of NGS allows us to conclude that ERK5 is a modulator of the transcriptional pattern in sarcoma-derived cell lines induced by 3MC and that its biological activity is mediated through the effect exerted onto KLF2. Therefore, all the previous results reveal the necessity of a more in-depth study to exploit the diagnostic and therapeutic potential of ERK5 and its downstream targets in human sarcoma.

## Figures and Tables

**Figure 1:**
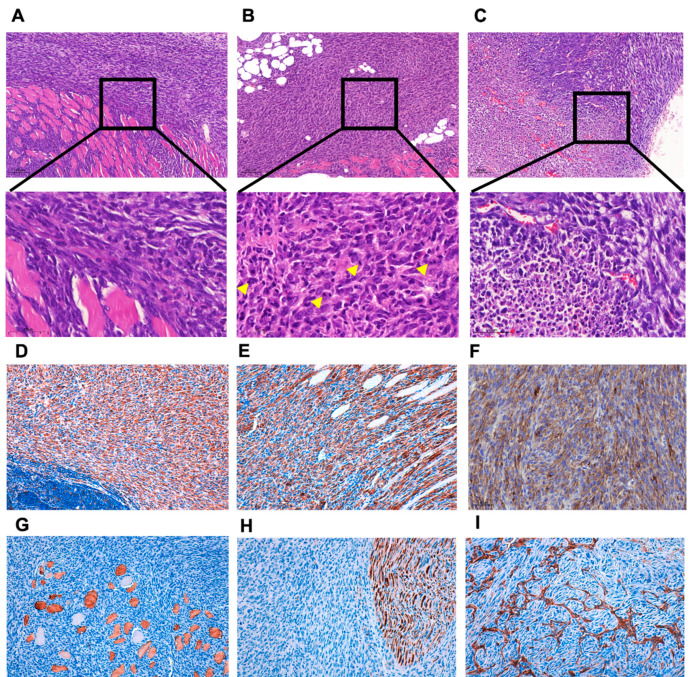
**Histological and immunohistochemical characterization of 3MC-induced tumors**. Representative hematoxylin and eosin-stained fixed sections of tumors induced by 3MC. (**A**) At low magnification (10×), the tumors show high cellular density and infiltrated local muscle fibers. (**B**) At high magnification (40×), the cells display spindle or epithelial morphology, nuclear atypia, and frequent mitosis (indicated by yellow arrows). (**C**) There are large areas of necrotic cells located at the center of the tumor. Original magnification is 10×; insets are shown at a 40× magnification. Representative images of immunohistochemical staining in fixed section of tumors induced by 3MC. The tumor cells were positive for vimentin (**D**), smooth muscle actin (**E**), and caldesmon (**F**). Desmin (**G**), protein S100 (**H**), and CD34 (**I**) were negative. Pictures are shown at a 20× magnification.

**Figure 2:**
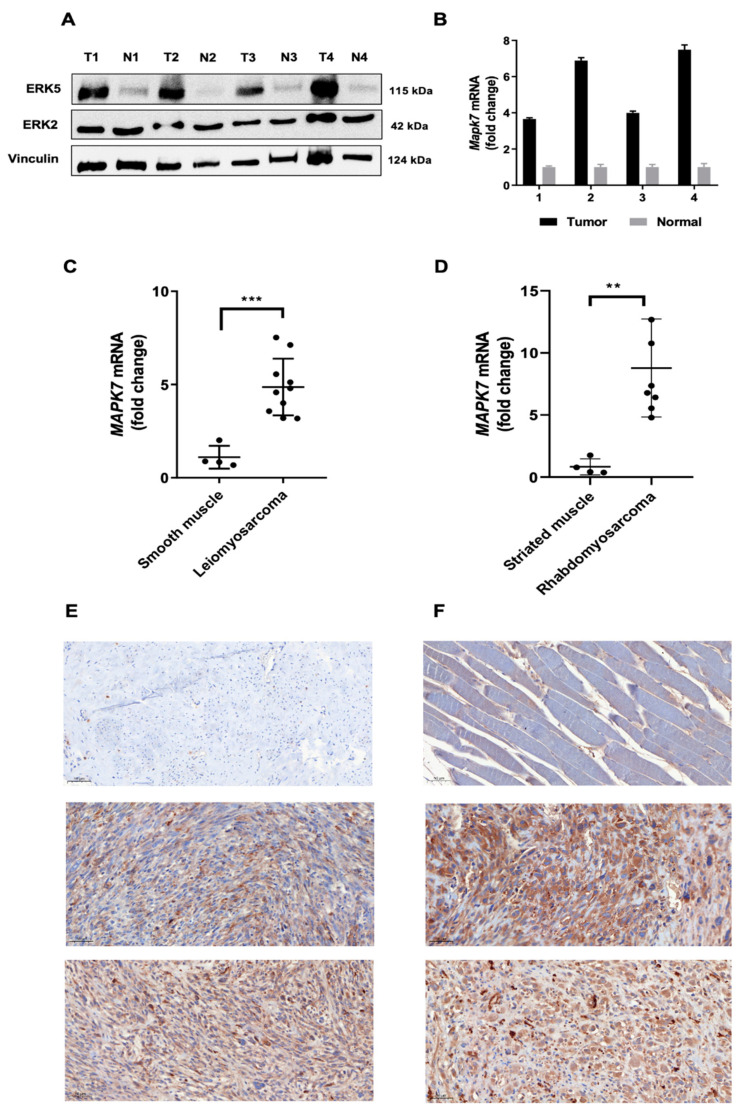
**ERK5 levels are increased in 3MC-derived tumors and in human leiomyosarcomas and rhabdomyosarcomas.** (**A**) Lysates from tumors (T) induced by 3MC and from control (N) normal muscles (n = 4) were collected, and protein extracts (100 µg) were blotted against ERK5 and ERK2 MAPKs. Vinculin was used as a loading control. (**B**) RT-qPCR analysis of *Mapk7* mRNA in the same four murine tumors induced by 3MC and control normal muscles. The mRNA expression of *Mapk1* (ERK2) was used as an endogenous control. (**C**) RT-qPCR analysis of *MAPK7* mRNA in human leiomyosarcomas and healthy smooth muscle samples. *GAPDH* was used as an endogenous control. (**D**) RT-qPCR analysis of *MAPK7* mRNA in human rhabdomyosarcomas and healthy striated muscle samples, with *GAPDH* as an endogenous control. (**E**) Representative images of immunohistochemical ERK5 staining in fixed sections of one control smooth muscle and two human leiomyosarcomas. (**F**) Representative images of immunohistochemical ERK5 staining in fixed sections of one control striated muscle and two human rhabdomyosarcomas. Images are depicted at a 20× magnification. Original blots could be found in Figure S7. ** *p* < 0.01; and *** *p* < 0.001.

**Figure 3:**
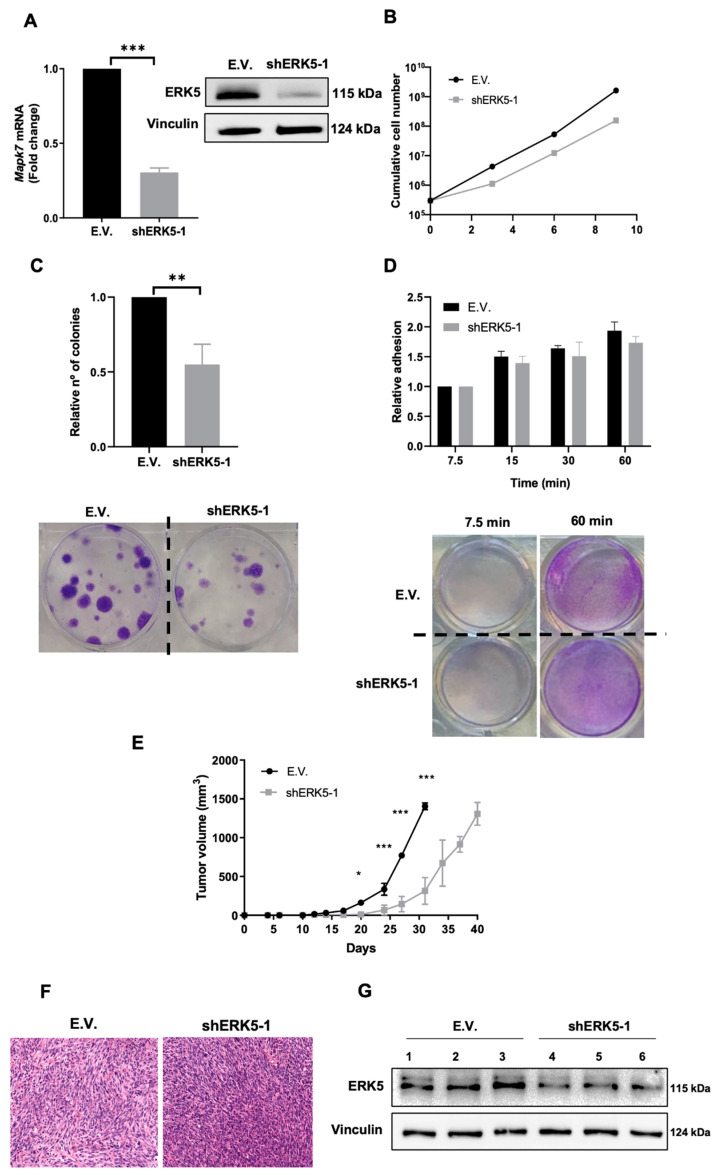
**ERK5 modulates in vitro and in vivo growth of 3MC-C1 cell line.** (**A**) 3MC-C1 cells were infected with lentiviruses carrying PLKO.1 empty vector (E.V.) or the PLKO.1-shRNA ERK5-1 vector (shERK5-1). Interference was evaluated by RT-qPCR using β-2-microglobulin *(B2m*) as an endogenous control (**left** panel). E.V. cells were considered as 1. **Right** panel shows a representative image of the interference by western blot using vinculin as a loading control. (**B**) For growth curves, 3 × 10^5^ E.V. or shERK51 3MC-C1 cells were seeded in 100 mm plates. Every 3 days, cells were counted and replated in the same manner up to day 9. Graphic shows the cumulative cell number from a representative experiment out of 3 with nearly identical results in different pools of infections. (**C**) Upper panel: Relative number of colonies obtained in clonogenic assays of E.V. and shERK5-1 3MC-C1 cells. Lower panel: Representative image of a colony formation assay from both cell lines. (**D**) Upper panel: Relative adhesion of E.V. or shERK5-1 3MC-C1 cells was assessed by crystal violet staining at the indicated time points. Lower panel: Representative image of adhesion assays at 7.5 and 60 min. (**E**) Nude mice (n = 4) were inoculated with 5 × 10^5^ cells of each cell line derived from 3MC-C1, and tumorigenesis was analyzed at indicated times. Graphics represent the mean ± SD. The experiment was performed by using another pool of infection with nearly identical results. (**F**) Western blot analysis of the expression level of ERK5 in tumors recovered from 3MC-C1 E.V. and shERK5-1. Vinculin was used as a loading control. (**G**) Representative images of the histological study of tumors obtained from 3MC-C1 derived cell lines. Pictures are shown at a 20× magnification. The graphs/histograms represent the mean ± SD of 3 independent experiments performed in triplicate cultures with different pools of infections, if not otherwise indicated. Original blots could be found in Figure S7. * *p* < 0.05; ** *p* < 0.01; and *** *p* < 0.001.

**Figure 4:**
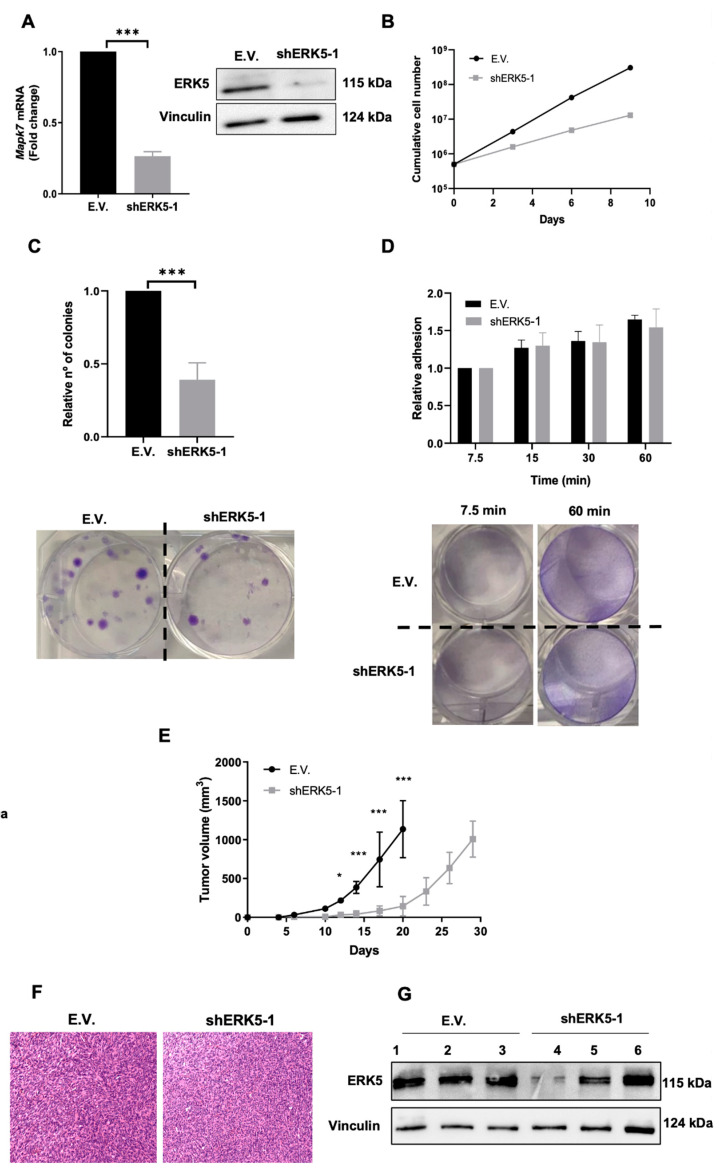
**ERK5 modulates in vitro and in vivo growth of 3MC-C3 cell line.** (**A**) 3MC-C3 cells were infected with lentiviruses carrying PLKO.1 empty vector (E.V.) or the PLKO.1-shRNA ERK5-1 vector (shERK5-1). Interference was evaluated by RT-qPCR using β-2-microglobulin *(B2m*) as an endogenous control (left panel). E.V. cells were considered as 1. Right panel shows a representative image of the interference by western blot using vinculin as a loading control. (**B**) For growth curves, 3 × 10^5^ E.V. or shERK5-1 3MC-C3 cells were seeded in 100 mm plates. Every 3 days, cells were counted and replated in the same manner up to day 9. Graphic shows the cumulative cell number from a representative experiment out of 3 with nearly identical results in different pools of infections. (**C**) Upper panel: Relative number of colonies obtained in clonogenic assays of E.V. and shERK5-1 3MC-C3 cells. Lower panel: Representative image of a colony formation assay from both cell lines. (**D**) Upper panel: Relative adhesion of E.V. or shERK5-1 3MC-C3 cells was assessed by crystal violet staining at the indicated time points. Lower panel: Representative image of adhesion assays at 7.5 and 60 min. (**E**) Nude mice (n = 4) were inoculated with 5 × 10^5^ cells of each cell line derived from 3MC-C3, and tumorigenesis was analyzed at indicated times. Graphics represent the mean ± SD. Final tumor weight for E.V.-derived tumors was 0.27 g ± 0.17 and for shERK5-1-derived tumors was 0.26 ± 0.09). The experiment was performed by using another pool of infection with nearly identical results. (**F**) Western blot analysis of the expression level of ERK5 in tumors recovered from 3MC-C1 E.V. and shERK5-1. Vinculin was used as a loading control. (**G**) Representative images of the histological study of tumors obtained from 3MC-C3-derived cell lines. Pictures are shown at a 20× magnification. The graphs/histograms represent the mean ± SD of 3 independent experiments performed in triplicate cultures with different pools of infections, if not otherwise indicated. Original blots could be found in Figure S7. * *p* < 0.05; and *** *p* < 0.001.

**Figure 5:**
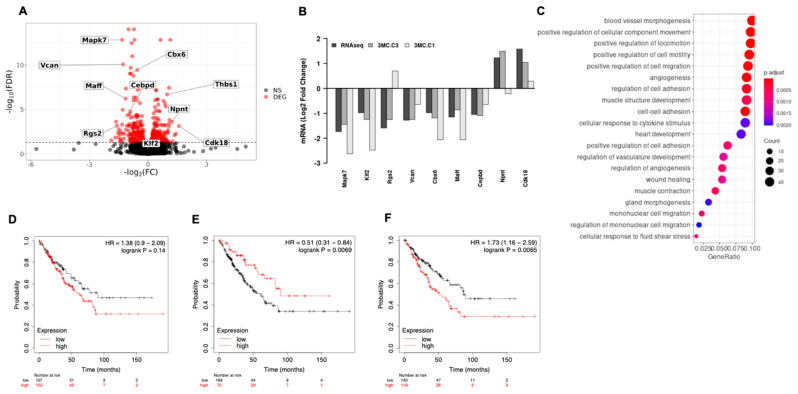
**ERK5 mediates transcriptional landscape in 3MC-derived cell lines.** (**A**) Volcano plot showing the effect size of ERK5 attenuation on gene expression (log2 fold change in ERK5-depleted over control cells) versus statistical significance of the difference in expression between conditions (−log10 of the FDR-adjusted *p*-values). Each dot represents an independent gene, and DEG (FDR < 0.05) is shown in red color. Text labels show the identity and location of the genes selected for validation. (**B**) Effect of ERK5 attenuation on the expression of the genes selected for validation. The figure shows the effect size (log2 fold change in ERK5-depleted over control cells) as determined from the RNAseq (RNAseq) data and from RT-qPCR determinations in cell pools derived from two independent infections (3MC-C3 and 3MC-C1). (**C**) Top 20 Gene Ontology terms significantly associated with genes differentially expressed upon ERK5 suppression. The graph represents the fraction of DEG with the indicated GO term. The color of the symbols indicates the statistical significance of the association (adjusted *p*-value) and their size, the absolute number of DEG genes with the indicated GO label. (**D**) Kaplan–Meyer comparing prognosis in terms of Overall Survival (OS) for two groups of patients, those with high (in red) and low (in black) expression levels of ERK5 for sarcoma patients from TCGA dataset. Hazard ratio (HR) and *p*-value (log rank P) showed in the upper right corner of the panel. (**E**) Kaplan–Meyer comparing prognosis in terms of OS for two groups of patients, those with high (in red) and low (in black) expression levels of the upregulated genes associated with ERK5 abrogation for sarcoma patients from TCGA dataset. HR and *p*-value (log rank P) showed in the upper right corner of the panel. (**F**) Kaplan–Meyer comparing prognosis in terms of OS for two groups of patients, those with high (in red) and low (in black) expression levels of the downregulated genes associated with ERK5 abrogation for sarcoma patients from TCGA dataset. HR and *p*-value (log rank P) showed in the upper right corner of the panel.

**Figure 6:**
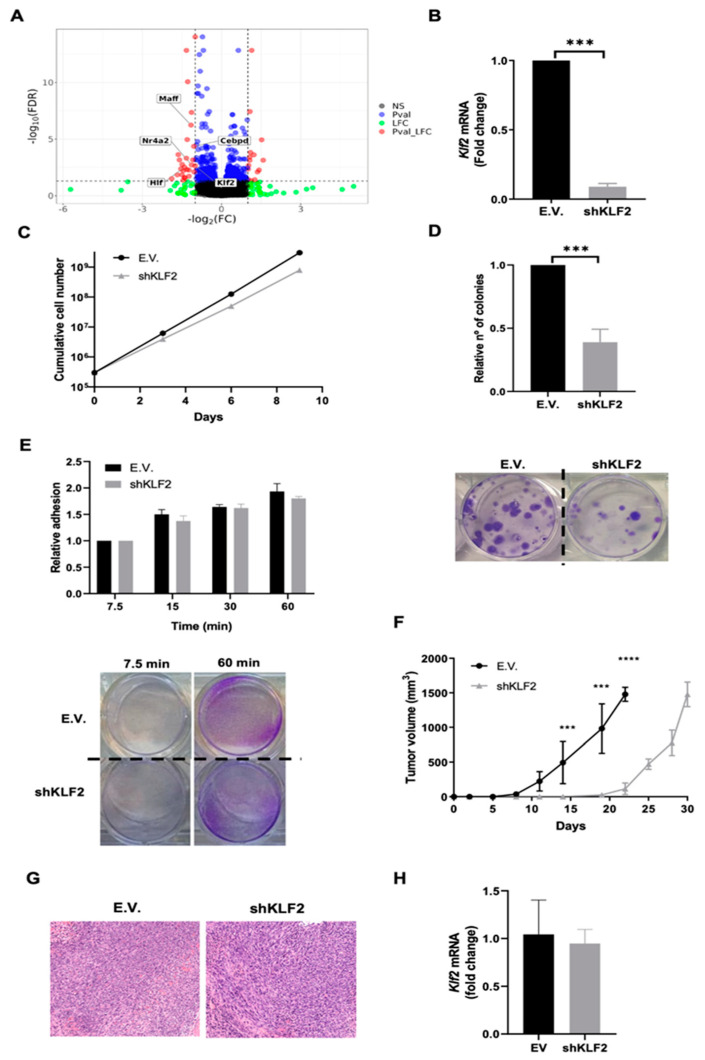
**KLF2 is a key effector of the ERK5 biological properties in 3MC-C1 cell line.** (**A**) Volcano plot showing transcription factors affected by ERK5 abrogation. Volcano plot showing the effect size of ERK5 attenuation on gene expression (log2 fold change in ERK5-depleted over control cells) versus statistical significance of the difference in expression between conditions (−log10 of the FDR-adjusted *p*-values). Each dot represents an independent gene. DEG as determined by statistical significance (FDR < 0.05), effect size (|Log2FC| > 0.99) or both are shown in blue, green, and red colors respectively. Text labels show the identity and location of the transcription factors significantly affected (FDR < 0.05 and |Log2FC| > 0.99) by ERK5. (**B**) RT-qPCR showing effective knock-down of *Klf2* expression in 3MC-C1 cells infected with lentiviral vectors coding for empty vector (E.V.) or an shRNA specific for *Klf2* (shKLF2), using β-2-microglobulin (*B2m*) as an endogenous control. E.V. cells were refereed as 1. Histogram shows the average of 3 independent pools of infection. (**C**) For growth curves, 3 × 10^5^ E.V. or shKLF2 3MC-C1 cells were seeded in 100 mm plates. Every 3 days, cells were counted and replated in the same manner up to day 9. Graphic shows the cumulative cell number from a representative experiment out of 3 with nearly identical results in different pools of infections. (**D**) Upper panel: Relative number of colonies obtained in clonogenic assays of E.V. or shKLF2 3MC-C1 cells. Colonies formed by E.V. cells were considered as 1. Lower panel: Representative image of a colony formation assay at 7.5 and 60 min. (**E**) Upper panel: Relative adhesion of E.V. or shKLF2 3MC-C1 cells was assessed by crystal violet staining at different time points. Graphic shows mean of 3 independent experiments performed in triplicated cultures with 3 different pools of infection. Lower panel: Representative image of adhesion assays at 7.5 and 60 min. (**F**) Nude mice (n = 4) were inoculated with 5 × 10^5^ E.V. and shKLF2 3MC-C1 cells, and tumor growth was analyzed at the indicated times. Final tumor weight for E.V.-derived tumors was 0.30 g ± 0.05 and for shLKF2-derived tumors was 0.29 ± 0.09. The experiment was performed by using another pool of infections with nearly identical results. (**G**) Representative images of the histological study of tumors obtained from E.V. and shKLF2 3MC-C1 cells. Pictures are depicted at a 20× magnification. (**H**) RNA from tumors induced by E.V. and shKLF2 3MC-C1 cells was extracted, and *Klf2* expression levels were measured by RT-qPCR in triplicate using *Mapk1* as an endogenous control. The graphs/histograms represent the mean ± SD of 3 independent experiments performed in triplicate cultures from different pools of infections, if not otherwise indicated. *** *p* < 0.001, **** *p* < 0.0001.

## Data Availability

All data and materials are available on reasonable request. RNAseq analysis data for 3MC-C1 and 3MC-C3 cells with abrogated ERK5 expression have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE199395.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14143509/s1, Figure S1: In silico analysis of RNA expression patterns of MAPK1 (ERK2), MAPK3 (ERK1), MAPK8 (JNK1), MAPK14 (p38α) and MAPK7 (ERK5) in the TGCA series, Figure S2: Characterization of cell lines from 3MC-induced tumors, Figure S3: A second shRNA for ERK5 (TRC-N-0000232397) showed identical behavior in 3MC-C1 and 3MC-C3 cell lines, Figure S4: Protein-protein interaction network, Figure S5: Abrogation of KLF2 expression in 3MC-3C cell line, Figure S6: Lack of KLF2 does not affect ERK5 expression or functionality, Figure S7: original blots; Table S1: List of antibodies used in this work, Table S2: List of RT-qPCR used in this report, Table S3: Data of patient studied, Table S4: Excel files with differential expressed genes in the RNAseq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

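Messenger RNA was sequenced from 3MC-C1 and 3MC-C3 cells infected with the empty vector (E.V.) or shERK5-1, in 2 pools of infection for 3MC-C1 and 3 for 3MC-C3, which gave 10 libraries. According to the paper, the authors prepared stranded libraries, estimated a count per gene with salmon against RefSeq mRNA sequences of GRCm38/mm10, and calculated differential expression in individual subsets with DESeq2 at default settings. The paper's text does not name these subsets or the terms of that model. The authors deposited the estimated counts as whole numbers, without normalization, for 11956 genes with Ensembl identifiers, 11914 of which had a symbol in a table of gene names and a position in the GENCODE M21 annotation of GRCm38. The smallest sum over libraries was 35, so genes with low counts had been removed before deposition. How salmon divides reads between transcripts and near-identical genes is part of these values and could not be repeated from counts. Every column of the table was assigned to a library by its label.

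Total counts per library lay between 6695680 and 9339081, with a median of 8431571. At this depth, genes with a few counts per library have large errors, which the standard errors carry. All pairs of libraries of the same condition differed by more than sampling noise (chi-square per degree of freedom of 6.22 to 19.5), so no library was counted as a copy of another.

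The test chosen before the data were examined was a quasi-likelihood test of a negative binomial model on the counts. It was not run, and neither were the alternatives with DESeq2. The automatic check of units that permits a count model could not read the table, because its fields are separated by semicolons, and the values were therefore entered there as an unspecified unit although they are salmon's estimated counts. limma-voom, which had been set as an alternative, was used in its place with limma 3.58.1 in R 4.3.3. Summaries and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

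Genes were kept when at least 2 libraries had a CPM equal to 10 counts at the median library size and the sum over libraries was at least 15, which left 11793 genes. TMM factors were computed with 30% of log ratios and 5% of mean levels trimmed at each end, and 0.5 was added to each count before log2. The comparison of both lines used all libraries with terms for cell line and vector. The comparisons within 3MC-C1 and within 3MC-C3, their interaction, and the difference between the lines with E.V. used a fit with a mean for each condition. Adjusted p-values are from limma with Benjamini-Hochberg adjustment, with a threshold of 0.05.

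The paper states that new viruses were produced for each pool, and libraries of either vector carry pool numbers, but the text does not state that the same numbers share a pool. In 3MC-C3, the deviations of the E.V. and shERK5-1 libraries with the same number from their group means had correlations of 0.300, 0.160 and 0.134 across genes, so the numbers were taken to pair the libraries. In 3MC-C1, with 2 libraries per vector, the correlation was -0.028. The fit with the pool as a replicate block was set as an alternative before the data were examined, and it is given beside the counts of genes and of list members, and beside the calls of named genes in both lines, that it changes.

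Named genes are the 12 that the paper names for its RNA sequencing, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p-value under 0.05 that changed the same way in all 5 pools with a mean of at least 1 CPM. The same rule with 3 genes per direction for the interaction named none. Members of hand-written gene lists for angiogenesis, migration and adhesion, muscle, cell cycle, interferon response, p53 targets, transcription factors, the MAPK family, sex-linked genes and stains of sarcoma could also be named. The lists and the rule were fixed before the data were examined. The first 8 lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. The enrichment of Gene Ontology terms was not repeated, since no table of terms was used here.

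The fits were tested on simulated counts with the means and library sizes of the real libraries, in which 200 of 11767 genes were changed by 1 on the log2 scale at a dispersion of 0.0101, so that smaller changes were not tested. The fit of both lines recovered 100% of them, with 4.3% of its calls on unchanged genes. The replicate block recovered 100%, with 5.7% of its calls on unchanged genes, and the fit without a cell line term 74%, with 0.7%. The comparisons within 3MC-C1 and within 3MC-C3 recovered 95.5% and 99%, with 2.6% and 5.3% of calls on unchanged genes. All simulated genes had the same dispersion, no pool effect was added, and only genes above a minimum mean count were changed. These shares therefore do not give the power in the real libraries, and the replicate block was not tested against pool effects. Within 3MC-C1, the real Mapk7 had a log2 fold change of -0.99 and an adjusted p-value of 0.281 (limma-voom). Alternatives to the normalization, the filter, the terms of the fit and the threshold, and fits that left out 1 library, were computed where they applied to a result. For the genes changed within 3MC-C1 and for the interaction, 6 fits that each left out 1 library gave a count, and 8 did for the difference between the lines with E.V., since no call was made where a condition of the comparison had 1 library left. The other thresholds of the adjusted p-value were applied to the number of genes changed in both lines. Permutation tests of groups of at least 10 values used 100000 resamples, and smaller groups were enumerated exactly.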

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

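The Y-linked genes and the rule that selected Il33 were fixed before the data were examined, and the tests of explanations in this part were chosen after the values were seen.

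Il33 had a log2 ratio of shERK5-1 to E.V. of -2.03 in pool 2 of 3MC-C3, while the other 4 pools lay between -1.24 and -1.08, a gap that is large for the range of 5 values. The same criterion was applied to 20 named genes, and 1 gene met it, which is what chance gives at about 1 in 20. Without the shERK5-1 library of this pool, the adjusted p-value of Il33 was 0.0804, and without its E.V. library the call was kept. No biological or technical explanation of this pool was tested.

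The paper states that the 3MC-induced sarcomas were raised in female mice, and it does not report sex-linked transcripts. In the 6 libraries of 3MC-C3, Ddx3y had a mean of 80.1 CPM, Eif2s3y 40.3 CPM, Kdm5d 19.0 CPM and Uty 15.1 CPM, all on chromosome Y. In 3MC-C1, no library had more than 4 counts of Ddx3y or 2 of Eif2s3y, whereas each library of 3MC-C3 had at least 401 and 223. Kdm5d and Uty reached 33 and 15 counts in 3MC-C1. The level varied within 3MC-C3, with 59.4 to 90.4 normalized CPM of Ddx3y with E.V. and 51.0 to 102.4 with shERK5-1. For each vector, all of these genes were lowest in replicate 1. Reads of the X-linked homologs assigned to these genes would give both lines similar levels, but the homologs in 3MC-C3 were at 0.700 to 1.12 times their level in 3MC-C1, while the Y-linked genes were at 7.26 to 258 times. Unequal depth is also excluded, since the mean total of 3MC-C3 was 1.09 times that of 3MC-C1. Male cells mixed into a female line cannot be told apart from a line of male origin, because there were no cells known to be male to set the level against. In 3MC-C3, Ddx3y amounted to 10.6% of the count of its homolog Ddx3x, Eif2s3y to 12.5% of Eif2s3x, Kdm5d to 15.2% of Kdm5c and Uty to 80.1% of Kdm6a, which gives no single share. The origin of 3MC-C3 from a male animal was not tested. Since the line enters the fits as a term, a difference of sex between the lines is part of the difference between lines.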

How the results depend on the processing

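The alternatives were set before the data were examined, except limma-trend, quality weights for libraries, robust empirical Bayes and fits without both libraries of a pool, which were chosen after seeing the data. The fits with DESeq2, with and without a cell line term or a replicate block, and the quasi-likelihood test of counts were not run. Cdk18, Cgn and Gnb1l have no value with at least 10 counts in every library, since they were removed by that filter. The causes of the changes below were not tested unless stated.

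The number of genes changed in both lines was 120. It was 133 with RLE normalization, 120 with library size only, 118 without a filter on low counts, 171 with at least 10 counts in every library, 125 with limma-trend and 123 with robust empirical Bayes. It was 429 with the replicate block, 8 with no cell line term and 444 with quality weights, and by construction 14 at an adjusted p-value under 0.01 and 364 under 0.1. All 120 genes were also changed under the replicate block and under quality weights, and 111 with library size only. It ranged from 17 to 231 across the 10 fits that each left out 1 library (17 without 3MC-C3 shERK5-1 replicate 2, 231 without 3MC-C1 E.V. replicate 1), and of these only the fit without 3MC-C3 E.V. replicate 1, with 127, was within 1.5 times of 120. Leaving out both libraries of a pool gave 8 to 127 genes with the cell line term. With the replicate block it gave 624 without pool 1 of 3MC-C1, 62 without pool 2 of 3MC-C1, 156 without pool 1 of 3MC-C3, 19 without pool 2 of 3MC-C3 and 44 without pool 3 of 3MC-C3, so that the count lay between 8 and 624 over all 20 fits that left out libraries.

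Of the 120 genes, 47 rose and 73 fell. With at least 10 counts in every library, 73 rose. With the replicate block, 194 rose and 235 fell, with quality weights 213 and 231, and with no cell line term 0 and 8. Leaving out 1 library gave 1 to 97 raised and 15 to 134 lowered genes. At a log2 fold change of at least 1, the 14 genes became 56 with the replicate block, 51 with quality weights, 3 with no cell line term, and 4 to 43 across the 10 fits without 1 library (4 without 3MC-C3 shERK5-1 replicate 2, 43 without 3MC-C1 E.V. replicate 1).

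Of the top 30 genes in each direction, 58 changed the same way in all pools. With the replicate block, 49 did. There were 14 when the top 30 were taken among all tested genes, 8 with no cell line term, where 8 genes passed the threshold, and 17 to 58 without 1 library (17 without 3MC-C3 shERK5-1 replicate 2), where fewer than 60 genes passed it except without 3MC-C1 E.V. replicate 1 and without 3MC-C3 E.V. replicate 1.

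Within 3MC-C3, the 68 genes became 456 with the replicate block, 575 with quality weights, 135 with at least 10 counts in every library, 23 with the line fitted alone, and 12 to 121 without 1 library (12 without 3MC-C3 shERK5-1 replicate 2, 121 without 3MC-C3 E.V. replicate 1). Within 3MC-C1, 0 genes (493 at an unadjusted p-value under 0.05) became 1 with limma-trend and 0 to 1 without 1 library, with 1 without 3MC-C3 E.V. replicate 3. The interaction had 0 genes (390 at an unadjusted p-value under 0.05), 1 with limma-trend, 1 with quality weights, and 0 to 1 without 1 library. Genes that differed between the lines with E.V. numbered 2678 to 3918 without 1 library. The correlation of the effects in both lines ranged from 0.124 to 0.377 without 1 library, with 0.124 without 3MC-C1 E.V. replicate 2.

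The camera result of the muscle list had an adjusted p-value of 0.530 with an estimated correlation and 0.112 with fry, and 3.24e-08 to 7.40e-05 without 1 library. The interferon list had an adjusted p-value of 0.0966, which was 0.000181 with the replicate block and 4.47e-05 to 0.730 without 1 library, and its direction reversed without 3MC-C3 E.V. replicate 3 (0.354). The direction of the cell cycle list reversed without 3MC-C3 shERK5-1 replicate 1 (0.810), with a range of 0.0758 to 0.810, and that of the MAPK family without 3MC-C1 E.V. replicate 1 (0.927), with a range of 0.565 to 1.00. For angiogenesis the range without 1 library was 0.0467 to 0.244, with 0.0467 without 3MC-C3 E.V. replicate 3. The replicate block changed no other call of a list.

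Of 358 values of the named genes other than Mapk7 under alternatives, 282 kept their direction and side of the threshold. Of the rest, 67 lost the adjusted p-value under 0.05, 9 gained it and 0 reversed. Losses fell on 10 genes, each of which lost the call with no cell line term. The other losses came under robust empirical Bayes (2 genes) and in fits that left out 1 library. Of these fits, the one without 3MC-C3 shERK5-1 replicate 2 lost the most, with 9 genes. The gains fell on 4 genes, namely Rgs2, Vcan, Npnt and Thbs1, each of which gained the call with the replicate block. The other gains came with quality weights (3 genes), at least 10 counts in every library (1) and without 3MC-C3 E.V. replicate 1 (1). The log2 fold change of Mapk7 stayed between -1.18 and -1.04 without 1 library, and its adjusted p-value was under 0.05 in each alternative run. Low depth limits Cgn, with 1 to 31 counts per library, Gnb1l, with 5 to 43, and Cdk18, with 8 to 113.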

Differences from the paper's values

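The paper reports a total of 519 DEG, calculated in individual subsets that its text does not name, against 120 in the fit of both lines here. Of the alternatives set before the data were examined, the replicate block, with 429 genes, and an adjusted p-value under 0.1, with 364, came within 1.5 times of the paper's number. RLE normalization (133), library size only (120), no filter on low counts (118), at least 10 counts in every library (171), no cell line term (8), an adjusted p-value under 0.01 (14) and the fits without 1 library (17 to 231) did not. Quality weights, with 444 genes, and the replicate block without pool 1 of 3MC-C1, with 624, also came within 1.5 times, and both were chosen after seeing the values. Within 3MC-C3, 68 genes were changed, and the replicate block, with 456, and quality weights, with 575 and chosen after seeing the values, came within 1.5 times of 519. The alternatives with DESeq2, the tool the paper names, were not run. A count near 519 does not identify the paper's model. For 1559 genes with a mean above 100 in the part of its supplementary table used here, log2 fold changes differed by a median of 0.0376. The median standard error was 0.1227 in the paper's table, 0.0884 with the cell line term and 0.0761 with the replicate block. The paper's larger count thus did not come with smaller standard errors for these genes.

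The paper reports 252 genes raised, against 47 here, and 267 genes lowered, against 73 here. The replicate block, with 194 raised and 235 lowered, came within 1.5 times of both numbers. The other alternatives set before the data were examined and run for these counts did not, with 55 and 78 for RLE normalization, 38 and 82 for library size only, 45 and 73 for no filter on low counts, 73 and 98 for at least 10 counts in every library, 0 and 8 for no cell line term, and 1 to 97 and 15 to 134 without 1 library. Quality weights gave 213 and 231 and were chosen after seeing the values. Within 3MC-C3, the replicate block gave 205 raised and 251 lowered genes, also within 1.5 times of both numbers.

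For Mapk7, the log2 fold change was about -1.7 in Fig. 5B, read by eye, against -1.12 here, and none of the alternatives set before the data were examined closed the gap (-1.18 to -1.04). That figure shows both RNA sequencing and RT-qPCR values. The paper's supplementary table gives -1.33 for Mapk7, so the reading of -1.7 does not match the paper's own RNA sequencing value. The tabulated -1.33 differed from -1.12 by less than the spread between pools (SD 0.218). Under the replicate block (-1.106) the difference was larger than this spread. It was also larger without 3MC-C1 shERK5-1 replicate 1, 3MC-C3 E.V. replicate 1 or 2, or 3MC-C3 shERK5-1 replicate 2 or 3. In the other alternatives set before the data were examined it was smaller. The copy of that table used here holds 1999 of 11956 genes. It has no value for Vcan or Cdk18, so their readings by eye could not be checked in this way. For Vcan, the value was about -1.3 in Fig. 5B, read by eye, against -0.70 here. Leaving out 3MC-C3 E.V. replicate 1 gave -0.91, within the spread between pools of the paper's value, and no other alternative for both lines set before the data were examined did so, with -0.72 under the replicate block. Within 3MC-C3, the log2 fold change of Vcan was -0.89, also within that spread. For Cdk18, the value was about 1.6 in Fig. 5B, read by eye, against 0.61 here, and none of the alternatives set before the data were examined closed the gap (0.47 to 0.73).

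The paper marks Rgs2, Vcan, Npnt, Cdk18 and Thbs1 among its DEG in Figure 5A, whereas their adjusted p-values here were 0.0973, 0.198, 0.0808, 0.300 and 0.0681. Under the replicate block, Rgs2 (0.0349), Vcan (0.0358), Npnt (0.00333) and Thbs1 (0.00898) passed 0.05 and Cdk18 (0.0746) passed 0.1. Rgs2 also passed 0.05 without 3MC-C3 E.V. replicate 1 (0.0489), and Thbs1 with at least 10 counts in every library (0.0429). Rgs2 (0.0348), Npnt (0.0143) and Thbs1 (0.0189) passed with quality weights, which were chosen after seeing the values. At a threshold of 0.1, Rgs2, Npnt and Thbs1 pass in the fit with the cell line term.

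The paper labels Klf2, Maff, Cebpd, Nr4a2 and Hlf as strongly affected transcription factors in Figure 6A. Here Klf2 (-1.02) and Maff (-1.07) passed both the adjusted p-value and an absolute log2 fold change of 1. Without 3MC-C3 shERK5-1 replicate 1, both fell short of 1, with -0.94 for Klf2 and -0.97 for Maff. Klf2 also did so without 3MC-C3 E.V. replicate 2 (-0.93) and with no cell line term (-0.88). Among settings chosen after seeing the data, Klf2 fell short with limma-trend (-0.88), and both did with quality weights (-0.992 and -0.995). The text of the paper sets the limit at 1, whereas the legend of Figure 6A sets it just under 1. By the legend, both values with quality weights pass, as does that of Cebpd (-0.9902). Cebpd had -0.97 and passed both in both lines only without 3MC-C1 E.V. replicate 1, with -1.05, and passed both within 3MC-C3, with -1.28 and an adjusted p-value of 0.0479. Nr4a2 had -0.41 with an adjusted p-value of 0.204, and Hlf -0.72 with 0.444, and neither passed 0.05 in the alternatives run for both lines. Within 3MC-C3 under the replicate block, Nr4a2 had an adjusted p-value of 0.0369 and Hlf one of 0.101. The paper's supplementary table gives a log2 fold change of -1.40 for Hlf, with a standard error of 0.34. This differed from -0.72 by less than the spread between pools (SD 1.07), also in each alternative for both lines set before the data were examined. Within 3MC-C3, the log2 fold change of Hlf was -1.29 (adjusted p = 0.333, limma-voom).

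In the RT-qPCR of 3MC-C1 in Figure 5B, the paper shows Rgs2 raised and Npnt lowered in independent pools. In the RNA sequencing of 3MC-C1, the log2 fold change was -0.85 for Rgs2 and 1.02 for Npnt, each in the same direction in both pools, with adjusted p-values of 1.00.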

Other observations

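Predictions for the splits of the libraries into the numbers of changed genes, the interferon and cell cycle lists and the knock-down in each line were written before the data were examined. The tests of the genes with large changes, of muscle genes over the splits, of replicate 1 of 3MC-C3 and of genes at 0 counts were chosen after the results were seen.

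The libraries of each line can be split into groups of the same sizes in 60 ways. Only 1 of the 60 splits, the real one, gave as many as 120 changed genes, and the others gave at most 1. For genes with a log2 fold change of at least 1 it was again 1 of 60. Under the replicate block, the real split, with 429 genes, was compared with the 16 splits that part all 5 pairs, and the others gave at most 8, although 16 splits cannot give a share under 0.05. For 3MC-C3 alone, 1 of 10 splits gave as many as 68 genes and the others gave at most 1, but 10 splits cannot give a share under 0.1. For the muscle list, in contrast, 7 of the 60 splits, the real one included, gave a camera p-value as small, and 2 of the 16 that part all pairs. The smallest p-value of another split was 1.35e-10. The shift of muscle genes was thus larger than in most other splits, but the share of splits with a shift as large was not under 0.05.

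The E.V. carries no hairpin, and a hairpin may raise interferon-stimulated genes. The list did not shift up, with a median log2 fold change of -0.203 and 29 of 36 genes lower. The direction was not beyond the spread of the libraries, since the adjusted p-value was 0.0966 with camera and 0.612 with fry, and it reversed without 3MC-C3 E.V. replicate 3, so an effect of the hairpin on these genes cannot be told apart from none. With the replicate block, camera gave an adjusted p-value of 0.000181, also with the list lower. Slower growth may lower transcripts of the cell cycle, but the 40 genes went both ways and the adjusted p-value was 0.377, which leaves this open. Without 3MC-C3 shERK5-1 replicate 1, it was 0.810 with the direction reversed. The paper reports no p53 function in both lines, and the list of 21 p53 targets did not shift (15 higher, 6 lower, camera adjusted p = 0.215). The MAPK family, with Mapk7 in it, did not shift either (8 of 15 genes higher, camera adjusted p = 0.713), and Mapk7 was its single gene with an adjusted p-value under 0.05 in the fit with the cell line term. Under the replicate block, Mapk3 also passed, with an adjusted p-value of 0.0359, and so did Zbp1 of the interferon list (0.0415) and Plk2 of the p53 targets (0.0415).

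The knock-down of Mapk7 was -0.99 in 3MC-C1 and -1.21 in 3MC-C3 on the log2 scale. A weaker knock-down could give fewer changed genes in 3MC-C1, but the interaction for Mapk7 had an unadjusted p-value of 0.296, so the explanation stays open. Too few libraries is also open as a reason, since Mapk7 itself had an adjusted p-value of 0.281 within 3MC-C1 (limma-voom). Across genes the interaction called 0 genes (390 at an unadjusted p-value under 0.05, and 719 under the replicate block, against 590 by chance), so a difference in response between the lines was not shown in these fits. It called 1 gene with limma-trend, 1 with quality weights, and 1 in 3 of the 6 fits that left out 1 library, namely those without 3MC-C3 E.V. replicate 1, E.V. replicate 3 or shERK5-1 replicate 3.

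Replicate 1 of 3MC-C3, with either vector, lay apart from replicates 2 and 3 on the second principal component. Unequal depth, or a few genes taking most of the counts, is excluded, because the totals and the share of the 10 largest genes (5.43% and 5.27%) lay within the range of the other libraries of the line. The paper states that each pool was made with new viruses at another time, and an effect of the pool itself is thus open. A mixture with 3MC-C1 cells was tested with genes specific to each line, chosen without replicate 1. Genes specific to 3MC-C1 and to 3MC-C3 would have to imply the same share of 3MC-C1 cells. The answer depended on how specific the genes had to be, and all 3 limits that were tried are given. At a ratio of 0.02 between the lines, with 3 and 8 genes, the median shares were 6.2% and 23.3% in the E.V. library and 10.2% and 36.4% in the shERK5-1 library (exact permutation tests, two-sided, p = 0.279 and 0.206). At 0.05, with 11 and 22 genes, they were 11.4% and 17.6%, and 19.7% and 27.2% (permutation tests, p = 0.259 and 0.231). At 0.1, with 26 and 51 genes, they were 10.7% and 29.7%, and 19.0% and 39.1% (permutation tests, p = 0.00608 and 0.00718). These 6 p-values were not adjusted, and genes are not independent, so that a mixture cannot be told apart from other differences of this pool. The Y-linked genes given above were also lowest in replicate 1 for each vector. A mixture with 3MC-C1 cells would lower them, but this direction alone does not decide between the explanations. Some genes named after their values were seen are shown as values only. Cdkn2a had 323 to 392 CPM in 3MC-C1, 186 and 220 CPM in replicate 1 of 3MC-C3, and 13.9 to 30.7 CPM in the other libraries of 3MC-C3. Krt5 had 154 and 212 counts in replicate 1 of 3MC-C3, 6 to 28 in the others and at most 1 in 3MC-C1, so that 3MC-C1 cells would not supply it.

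Among the genes listed, 41 had 0 counts in 1 library or more and at least 200 in another, and for 21 of them both occurred within a single condition. Sampling at this depth does not explain these 21, since the largest probability of a 0 was 2.7e-75. What produced them stays open. The 33 of these genes with transcripts in a RefSeq table had a median of 7 annotated transcripts, against 4 in random lists matched on mean count (one-sided permutation test over 10000 lists, p = 0.0015). This does not tell whether estimates that move between annotated transcripts produced the 0 counts, because such moves within a gene leave its count unchanged, and the number of transcripts does not measure sequence shared with other genes.

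Among proteins that the paper used to describe the tumors, transcripts of Vim had 3267 to 6659 CPM over all libraries, and Acta2 had 123 to 567 CPM. Cald1 had 950 to 1842 CPM and Cd34 596 to 976 CPM. Des had 0 to 1 counts in 3MC-C1 and 20 to 50 in 3MC-C3. These are values of cultured cells and not of tumors.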
